A study of Mus musculus with 12 samples. Its data were reported in "TIGAR deficiency enhances cardiac resilience through epigenetic programming of Parkin expression" (2026).

How the data were processed

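RNA was measured by bulk RNA sequencing in hearts of male mice. The study describes each library as made from pulverized heart tissue pooled from a pair of mice, with 3 such pools in each of 4 groups: WT and whole-body TIGAR knockout (TKO) mice, each fed normal chow or a high-fat diet (HFD). Groups and replicate numbers were taken from the sample labels, which name 3 replicates per group. The pools hold separate animals, so the spread between libraries is the spread between pools, and variation between the mice inside a pool could not be seen. The study's general tissue protocol removes the atria, whereas its sequencing methods speak of whole hearts. The harvest time of day and the library strand setting were not given in the sources used here.

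The deposited table holds estimated counts per gene for the 12 libraries, not normalized. The submitters' processing notes name Trim Galore 0.6.7, kallisto 0.46, the mouse build mm10 and DESeq2 1.32.0. By the study's methods, the authors trimmed the reads, assigned them to a reference transcriptome with kallisto and summed the transcript estimates to genes with tximport. Because kallisto shares reads that match several transcripts among them, 34.2% of the cells in the table were not whole numbers. They were rounded before testing. The same sharing lets reads move between a gene and its near-identical copies, so such genes are reported as uncertain. The table has 27937 genes, of which 27473 have a symbol and 7183 had no count in any library. Genes without a symbol held 0.0738% of the counts. Positions and gene types came from an annotation of GRCm38, the same assembly as mm10, matched by Ensembl identifier.

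Tests used R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr with its minimum count of 10 and minimum total of 15, which left 13609. Libraries were scaled by TMM factors, and a quasi-likelihood model with 1 mean per group was fitted to all 12 libraries without covariates (estimateDisp, glmQLFit without robust estimation, glmQLFTest). The biological coefficient of variation was 9.77%. The 4 pairwise comparisons were TKO against WT on each diet and HFD against chow in each genotype. The genotype by diet interaction and the averages of both genotype and both diet contrasts made 7 comparisons. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 over all genes tested, without a minimum fold change. CPM values are counts scaled by library size and TMM factor, given as mean ± SD over 3 libraries. Log2 fold changes are given ± SE. Ratios of pooled counts have exact 95% intervals, which cover counting error only. The 2 genotype comparisons share no library, nor do the 2 diet comparisons.

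A set of 40 gene lists was fixed before the data were examined, covering heart metabolism, mitochondria, contraction, remodelling, stress, inflammation, the clock, both gene loci, strain background and markers of other cell types. Each was tested against all other genes with camera at a preset correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over all lists and comparisons. Of these tests, 98 passed, and 10 passed when the correlation between genes was estimated from the data. *Tigar* belongs to the *Tigar* neighbour and p53 lists, and with it left out 90 and 0 tests passed. For members, the number past the threshold over all genes is given with the number adjusted over the list alone. Genes are named by a rule also fixed before the data were examined. It always takes *Tigar*, *Prkn*, *Pacrg*, *Tgfb1*, *Tgfb2*, *Ppargc1a*, *Nppa*, *Nppb* and *Nnt*. It adds, per comparison and direction, the 12 called genes with the largest log2 fold change among named genes with a mean CPM of at least 1 whose groups do not overlap, a demand dropped for the interaction. It also adds up to 4 called members of each list with the smallest p. Any gene outside this rule is said to have been chosen after its values were seen.

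The gene tests were tried on simulated counts drawn from the real means and library sizes, with the same spread for all genes. In these, 200 of the 13609 genes were changed in TKO chow against WT chow, all chosen among genes without low counts. The quasi-likelihood test called 59.7% of genes changed by 0.5 on the log2 scale, 98.5% of those changed by 1 and all of those changed by 2. It also called 10 genes with no planted change. A planted list, in a separate draw, and a planted chromosome window, made of calls placed by hand, were both recovered. The recovery rates do not cover genes with few counts, such as *Prkn*, or genes more variable than the simulated spread.

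Total counts ranged from 19.7 to 24.5 M per library. Pairs of replicates had Spearman correlations of 0.988 to 0.991 across genes, and their counts differed by more than sampling noise, with a chi-square per degree of freedom of 5.38 to 17.2. No library was therefore treated as a repeat of another. Alternatives covered library scaling, low-count filters, removal of mitochondrially encoded genes before scaling, limma voom, DESeq2 1.42.0, robust estimation, a replicate block, fits to the compared groups alone, other thresholds, other list tests and leaving out each library in turn. Alternatives without the proximal part of chromosome 17 and with *Tigar* left out of the gene lists were added after the data were seen. Pseudogenes, and *Hmga1b* added by name, were matched to their closest coding gene by shared stretches of 31 bases of annotated transcript. Methylation, infarct and protein data of the study were not analysed here.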

Results

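The transcriptome of the heart was compared between WT mice and mice lacking TIGAR, the TP53-induced glycolysis and apoptosis regulator that degrades fructose-2,6-bisphosphate, on normal chow or HFD. Each of the 4 groups had 3 pooled libraries. Total counts (M, megacounts) averaged 20.9 ± 1.15 M in WT chow, 22.8 ± 0.751 M in TKO chow, 23 ± 0.5 M in WT HFD and 24 ± 0.643 M in TKO HFD (n = 3 each). Between 16584 and 16815 genes had a count in a library. Mitochondrially encoded genes took 39.4% to 45.9% of the counts, with group means of 42.4%, 40.5%, 44.2% and 41.5% in the same order. On the first principal component, which held 18.9% of the variance, the 3 TKO HFD libraries lay between 22.4 and 33.2 and the 3 WT chow libraries between -26 and -17.

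The targeted gene was measured first. *Tigar* (ENSMUSG00000038028, chromosome 6, 127085116 to 127109557, GRCm38) stood at 58 ± 3.62 CPM in WT chow and 1.66 ± 0.199 CPM in TKO chow hearts, or 2.87% of the WT level (n = 3 each). On HFD it stood at 57.6 ± 1.03 and 1.96 ± 0.0976 CPM, or 3.41%. The log2 fold changes were -5.12 ± 0.09 (adjusted p = 3.02e-13, edgeR quasi-likelihood test) and -4.87 ± 0.09 (adjusted p = 3.83e-13), and every TKO library lay far below every WT library. On HFD against chow, *Tigar* gave -0.01 ± 0.06 in WT (adjusted p = 0.96) and 0.24 ± 0.13 in TKO hearts (adjusted p = 0.397). Beside it on the chromosome, 2 neighbours changed in TKO hearts on both diets. *Ccnd2*, which encodes cyclin D2 (127125162 to 127152193), fell from 102 ± 0.88 to 43.5 ± 1.65 CPM on chow and from 94.6 ± 3.83 to 31.2 ± 4.54 CPM on HFD. *Fgf6*, a fibroblast growth factor gene (127015586 to 127028187), was low in WT hearts, at 0.518 ± 0.147 and 0.43 ± 0.14 CPM, and rose by 1.76 ± 0.3 and 1.52 ± 0.31 on the log2 scale. Its chow call was lost without WT chow 1 (adjusted p = 0.0663), and its HFD call without any of WT HFD 1 and 3 and TKO HFD 1, 2 and 3 and in a fit of the HFD groups alone (adjusted p up to 0.122). Of the 15 tested members of the *Tigar* neighbour list, which includes *Tigar* itself, 1 rose and 2 fell on chow and 2 rose and 2 fell on HFD. Because the knockout fixes the level of *Tigar*, the lists that hold it are given without it, a setting chosen after the data were seen. The 14 other neighbours had mean log2 fold changes of -0.03 on chow and -0.2 on HFD (camera adjusted p = 0.158 and 0.0265, and adjusted p = 0.549 and 0.336 with an estimated correlation). The 19 other p53 targets had means of -0.04 and 0.01, medians of 0.01 and -0.05 and an upward test direction on both diets, and did not pass (adjusted p = 0.532 and 0.895). Among them *Ddit4l* was lower on chow, a call lost when any 1 of the 6 chow libraries was left out, and with limma voom, the replicate block or the chow groups alone (adjusted p up to 0.125). *Cdkn1a* was higher on HFD, a call lost without WT HFD 2 or 3 or TKO HFD 2 or 3, and with the replicate block or the HFD groups alone (adjusted p up to 0.196). With *Tigar* left out, no list passed in any of the 7 comparisons with an estimated correlation.

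*Prkn*, which encodes the mitophagy E3 ubiquitin ligase Parkin, was higher in TKO hearts on both diets. The gene (ENSMUSG00000023826) lies on chromosome 17 from 10840384 to 12063361. It was barely counted in WT hearts, with 6 counts over the 3 chow libraries, all in WT chow 1, and 10 over the 3 HFD libraries. The TKO libraries held 20 to 38 counts each on chow, 92 in all, and 41 to 45 each on HFD, 129 in all. In CPM these were 0.0906 ± 0.157 against 1.32 ± 0.433 on chow and 0.147 ± 0.127 against 1.78 ± 0.053 on HFD (n = 3 each). The ratio of pooled counts scaled by library size was 13.7 (95% interval 6.06 to 38.3) on chow and 12.1 (6.35 to 25.7) on HFD. The fitted log2 fold changes were 3.72 ± 0.78 (adjusted p = 0.0349) and 3.54 ± 0.7 (adjusted p = 0.0216). Averaged over both diets the change was 3.63 ± 0.52 (adjusted p = 0.00158). The difference between diets was -0.18 ± 1.06 (interaction, adjusted p = 0.975), and HFD left *Prkn* short of the threshold in WT (0.61 ± 1.04, adjusted p = 0.826) and in TKO hearts (0.43 ± 0.53, adjusted p = 0.657). *Pacrg*, which shares the promoter of *Prkn*, gave -0.41 ± 0.37 on chow (adjusted p = 0.66) and -0.13 ± 0.37 on HFD (adjusted p = 0.901). At so few counts single libraries decided the *Prkn* calls. The chow call was also lost with the replicate block and in a fit of the chow groups alone. On chow the adjusted p was 0.0764 without WT chow 2, 0.105 without WT chow 3, 0.0787 without TKO chow 1 and 0.0978 without TKO chow 3, and the fitted change was 7.92 without WT chow 1, when the remaining WT libraries held no count and the fitted value is no bound. On HFD it was 0.0714, 0.084 and 0.055 without WT HFD 1, 2 and 3, and 0.0744 and 0.0742 without TKO HFD 1 and 3. Within 5 Mb of *Prkn* on either side, 10 of the 57 other tested genes also passed the threshold on both diets. Several of these 10 belong to families of similar genes whose single counts are uncertain. The list of *Prkn* locus neighbours, with 5 tested members, held no other called gene (camera adjusted p = 0.397 on chow and 0.461 on HFD). *Nnt*, whose transcript differs between C57BL/6 substrains, gave -0.16 ± 0.17 on chow (adjusted p = 0.715) and 0.03 ± 0.17 on HFD (adjusted p = 0.962), and no gene of the 6 tested in the substrain list passed on either diet (adjusted p = 0.868 and 0.353).

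**Figure D1:**
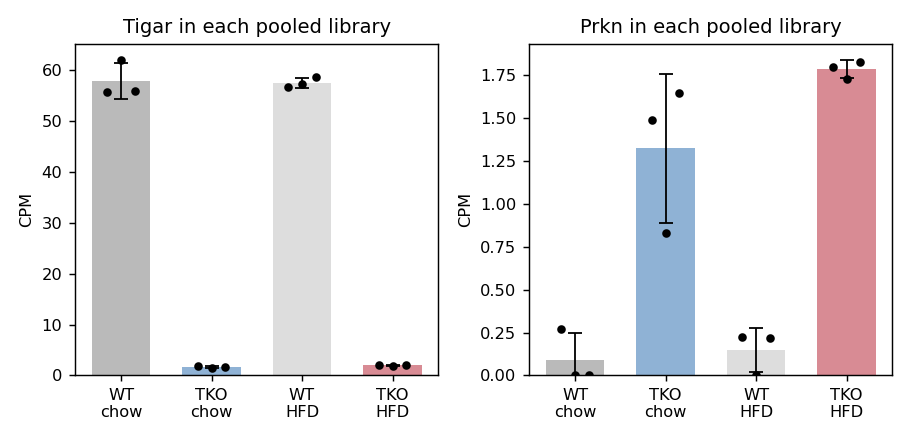
CPM of *Tigar* (left) and *Prkn* (right) in the 4 groups. Points are single pooled libraries, bars are means and lines are SD (n = 3); *Tigar* sits near 58 CPM in WT and below 2 CPM in TKO groups, and *Prkn* averages 0.0906 and 0.147 CPM in WT against 1.32 and 1.78 CPM in TKO groups.

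The comparison of TKO with WT on chow asked what TIGAR loss changes in the unstressed heart. Some members of the chaperone, hypertrophy and macrophage lists were higher in TKO hearts, and none of these lists held with an estimated correlation. Of 22 chaperone and endoplasmic reticulum stress genes, 4 rose and none fell (5 when adjusted over the list alone), among them the small heat shock protein gene *Hspb1* (0.85 ± 0.1, 73.6 ± 6.62 to 132 ± 18.5 CPM) and the cytosolic chaperone gene *Hsp90aa1* (0.66 ± 0.1). The list passed camera (adjusted p = 3.38e-06), and adjusted p = 0.269 with an estimated correlation. Of 16 tested hypertrophy and fetal genes, 3 rose and none fell. *Nppb*, the natriuretic peptide gene induced by wall stress, went from 97.4 ± 11.3 to 198 ± 16.4 CPM (1.02 ± 0.13, adjusted p = 0.0016). *Rcan1*, a calcineurin feedback regulator, rose by 0.53 ± 0.06, and the third was skeletal actin *Acta1* (1.2 ± 0.21), whose call was lost with robust estimation (adjusted p = 0.0643). When the list was adjusted alone, 4 rose and 2 fell. Its mean was 0.13, its median -0.05 and its camera adjusted p = 0.0483 (0.258 with an estimated correlation, and 0.0504 with *Tigar* left out of the other lists). *Acta1* was also the called gene among 5 tested skeletal muscle markers (2 over the list alone), whose mean log2 CPM was 2.82 ± 0.15 in WT and 3.26 ± 0.1 in TKO chow libraries, without overlap (camera adjusted p = 0.0162, and 0.203 with an estimated correlation). Of 10 macrophage markers 4 rose (6 over the list alone), including the complement genes *C1qa* (0.45 ± 0.07) and *C1qc* (0.5 ± 0.08), and all 10 had positive fold changes (camera adjusted p = 3.48e-08, and 0.103 with an estimated correlation).

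Among the fuel genes on chow, *Cpt1a*, the carnitine palmitoyltransferase of mitochondrial fatty acid import, was the only called member of 22 fatty acid oxidation genes (-0.49 ± 0.09, adjusted p = 0.0179). It missed the threshold without WT chow 1 or TKO chow 3 and in a fit of the chow groups alone (adjusted p up to 0.0798), and 7 members fell when adjusted over the list alone. Of 21 tested PPAR target and lipid droplet genes 2 fell (5 over the list alone). Both lists passed camera downward (adjusted p = 1.63e-05 and 0.00155), with adjusted p = 0.507 and 0.386 at an estimated correlation. In the mitochondrial respiratory chain no gene of either genome passed. The 13 mitochondrially encoded genes had a median of -0.14 and the 76 nuclear ones a median of 0.11, and both lists passed camera in those directions (adjusted p = 0.0162 and 3.11e-05), with adjusted p = 0.617 and 0.718 at an estimated correlation. Of 28 mitophagy and autophagy genes, *Prkn* alone passed. Remodelling genes of the fibrosis and matrix list held no call on chow (0 of 39, adjusted p = 0.908). *Tgfb1* (0.07 ± 0.13, adjusted p = 0.851), *Tgfb2* (-0.2 ± 0.1, adjusted p = 0.343), *Ppargc1a* (0.14 ± 0.12, adjusted p = 0.601) and *Nppa* (-0.32 ± 0.39, adjusted p = 0.75) did not pass. *Aldh1l2*, a mitochondrial folate enzyme, fell from 11.2 ± 1.72 to 5.55 ± 0.344 CPM. Erythroid markers had positive fold changes in 6 of 7 tested members, none past the threshold over all genes (camera adjusted p = 0.00027, and 0.386 with an estimated correlation). Atrial markers had a median of -0.57 with no called member (adjusted p = 0.107).

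In all, 192 of 13609 genes passed on chow, 115 higher and 77 lower in TKO. With library size as the only scaling, 197 were higher and 63 lower. The count was 65 without WT chow 1, 108 without WT chow 3, 105 without TKO chow 2 and 70 without TKO chow 3.

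On HFD, the comparison of TKO with WT asked whether the hearts differ under chronic lipid load. A few chaperone genes were higher in TKO hearts on this diet too. Among the other genes that rose, the nuclear receptor gene *Nr4a3* rose from 1.54 ± 0.521 to 7.05 ± 1.26 CPM, *Depp1*, a FOXO target, from 24.8 ± 3.13 to 78.9 ± 7.4 CPM, the insulin receptor substrate gene *Irs2* from 4.65 ± 0.573 to 14.2 ± 2.04 CPM and the mTORC1 inhibitor gene *Ddit4* from 23.8 ± 5 to 66.4 ± 17.5 CPM. Of 22 chaperone and endoplasmic reticulum stress genes 3 rose and none fell (7 over the list alone), namely *Dnajb1* (1.26 ± 0.12), *Herpud1* (0.49 ± 0.08) and *Hspa8* (0.37 ± 0.05). The list passed camera (adjusted p = 6.89e-07, and 0.257 with an estimated correlation). *Ccn2*, a matricellular growth factor gene, rose from 50 ± 4.58 to 107 ± 7.59 CPM, and the collagen chaperone gene *Serpinh1* rose by 0.53 ± 0.08. With 1 gene that fell, these were the 3 called genes of 39 in the fibrosis list, which did not pass as a whole (adjusted p = 0.468). *Tgfb1* (-0.02 ± 0.12, adjusted p = 0.962), *Tgfb2* (-0.16 ± 0.1, adjusted p = 0.454), *Ppargc1a* (0.14 ± 0.12, adjusted p = 0.575), *Nppa* (0.36 ± 0.38, adjusted p = 0.687) and *Nppb* (0.44 ± 0.14, adjusted p = 0.134) did not pass. Of 18 clock genes, *Per2* rose by 1.04 ± 0.12 and *Nr1d1* fell (-0.52 ± 0.08), and the list did not pass (adjusted p = 0.547).

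Among the genes that were lower in TKO HFD hearts, *Rrad*, a small GTPase gene that restrains L-type calcium channels, went from 135 ± 10.3 to 62.3 ± 4.14 CPM. The endothelial gene *Egfl7* went from 55.3 ± 4.5 to 28.8 ± 0.928 CPM and the chemokine receptor gene *Ccr5* from 5.74 ± 1.05 to 2.19 ± 0.801 CPM. All 7 tested erythroid markers had negative fold changes, with 1 past the threshold over all genes and 6 over the list alone (camera adjusted p = 1.86e-05, and 0.309 with an estimated correlation). All 6 neutrophil markers were also negative, none past the threshold over all genes and 3 over the list alone (adjusted p = 0.0124, and 0.48 with an estimated correlation). White adipocyte markers were positive in 7 of 7 tested members, none past the threshold over all genes (adjusted p = 0.0482, 0.625 with an estimated correlation, and 0.0503 with *Tigar* left out of the other lists). Their library means overlapped, from 0.18 to 1.06 log2 CPM in WT HFD and from 0.57 to 2.22 in TKO HFD. Brown adipocyte markers had library means of 2.96 to 3.35 in WT HFD and 3.53 to 4.18 in TKO HFD, with none of 5 called (1 higher over the list alone, camera adjusted p = 0.353). Of these, *Ucp1*, named after its values were seen, gave 4.21 ± 1.28 (adjusted p = 0.132) and the others between -0.52 and 0.26. Inflammation genes had library means of 1.96 to 2.06 in WT HFD and 1.7 to 1.83 in TKO HFD, with 1 of 25 higher (2 higher and 4 lower over the list alone, camera adjusted p = 0.656). No fatty acid oxidation gene (0 of 22, camera adjusted p = 0.255), PPAR target (0 of 21, adjusted p = 0.339) or hypertrophy gene (0 of 16, adjusted p = 0.0744) passed between the genotypes on HFD. *Prkn* was the only called gene of 28 in mitophagy and autophagy (camera adjusted p = 0.0208, and 0.39 with an estimated correlation). The mitochondrially encoded respiratory chain (0 of 13, median -0.13) and its nuclear partner list (0 of 76, median 0.12) passed camera in those directions (adjusted p = 0.000358 and 3.14e-05), with adjusted p = 0.478 and 0.718 at an estimated correlation. In this comparison 208 genes passed, 131 higher and 77 lower. With library size as the only scaling, 173 were higher and 58 lower. The count was 118 without WT HFD 1, 96 without WT HFD 2, 105 without TKO HFD 1 and 95 without TKO HFD 3.

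The genotype differences on both diets came from separate libraries and shared more genes than independent lists would. There were 32 genes higher on both diets where 1.11 would be expected from independent lists, and 21 lower where 0.436 would be expected (exact hypergeometric test, p = 7.67e-39 and 1.03e-30), and none went opposite ways. The test treats genes as independent, which neighbours on a chromosome and near-identical copies are not, and *Tigar* itself is fixed by the knockout. Leaving out 1 library gave 32 shared genes without WT chow 1, 35 without WT chow 2, 30 without TKO chow 3, 35 without WT HFD 1 and 35 without TKO HFD 1, in place of 53. Many of the shared genes lie on proximal chromosome 17, the chromosome of *Prkn*. From 0 to 40 Mb, bounds set after the positions were seen, 403 genes were tested and 41 passed on each diet, or 10.2%, against 1.14% of the genes elsewhere on chow and 1.26% on HFD. They were 20 higher and 21 lower on each diet. In windows of 10 Mb over the genome, only 0 to 10 Mb (11 of 33 genes on chow, 9 on HFD) and 20 to 30 Mb (22 and 27 of 172) of chromosome 17 exceeded random placement, and did so on both diets (adjusted p = 0.013 over 259 windows, the smallest that 10000 draws can give). The window between them, which holds *Prkn*, did not exceed it on either diet.

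Several of these chromosome 17 changes were very large. The ribonuclease gene *Rnaset2b* stood at 34.6 ± 2.04 CPM in WT and 0.346 ± 0.121 CPM in TKO chow hearts, with 33.1 ± 4.73 and 0.306 ± 0.245 CPM on HFD. The T-type calcium channel gene *Cacna1h* stood at 15.5 ± 4.04 against 1.58 ± 0.268 CPM on chow and 20.2 ± 2.04 against 2.35 ± 0.699 CPM on HFD. *Gfer*, a sulfhydryl oxidase of mitochondrial protein import, stood at 5.71 ± 1.17 against 0.182 ± 0.213 and 6.55 ± 1.53 against 0.0406 ± 0.0704 CPM. In the other direction, the dynein light chain gene *Dynlt1b* stood at 10.6 ± 0.738 against 51.5 ± 1.78 CPM on chow and 13.1 ± 2.4 against 46.3 ± 1.04 CPM on HFD. *Rnaset2b*, *Dynlt1b* and *Tmem181a* have near-identical relatives nearby, so the counts of each single copy are uncertain. The same holds for a group of pseudogenes elsewhere. Of 11 tested pseudogenes and copies outside this stretch whose closest coding gene lies inside it, 8 were higher in TKO on each diet, against 0 and 1 of 191 whose closest gene lies elsewhere. *Hmga1b*, a copy of *Hmga1*, went from 0.0838 ± 0.145 to 20.9 ± 1.5 CPM on chow, and *Rps2-ps10*, a copy of the ribosomal gene *Rps2*, from 2.18 ± 0.108 to 98.9 ± 13 CPM. Without the stretch and these copies, a setting added after the data were seen, 90 genes passed on chow and 133 on HFD, of which 16 were shared.

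**Figure D2:**
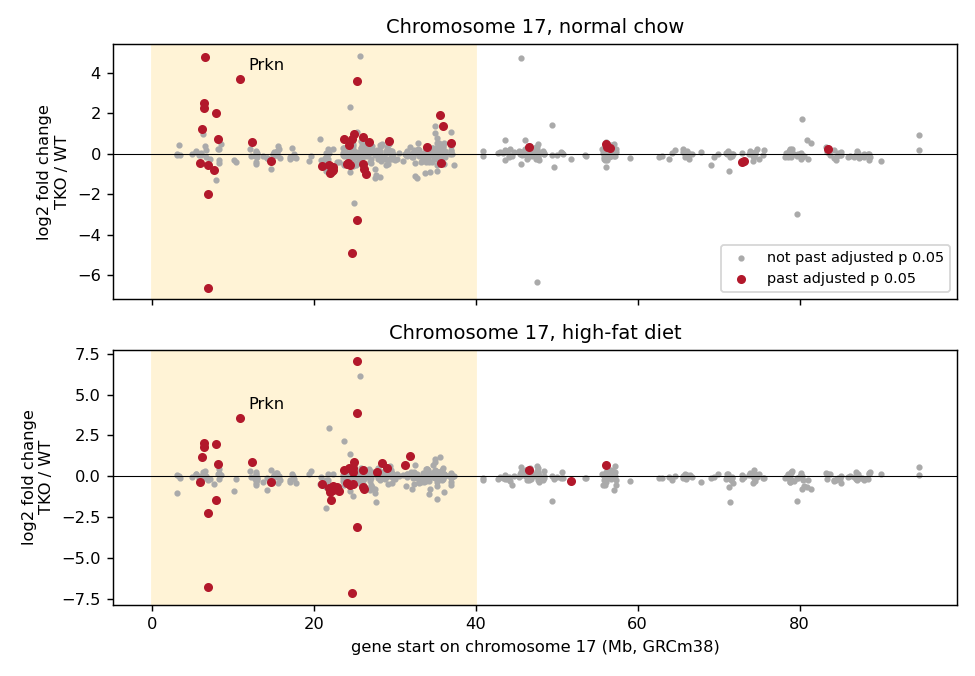
Log2 fold change of TKO against WT for each tested gene on chromosome 17 by gene start in Mb, on chow (top) and HFD (bottom). Red points passed an adjusted p of 0.05, grey points did not, and the shaded part is 0 to 40 Mb, which holds 41 red points on each diet, *Prkn* included.

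The diet comparison in WT hearts asked what HFD does when TIGAR is present. Some integrated stress response, matrix and interferon genes rose, and some contractile genes fell. Of 21 integrated and mitochondrial stress response genes 4 rose and none fell (7 over the list alone). *Mthfd2*, a mitochondrial folate enzyme, went from 1.66 ± 0.522 to 6.34 ± 0.685 CPM and the transcription factor gene *Atf5* from 29.1 ± 0.915 to 45 ± 1.27 CPM. This list had a camera adjusted p = 2.4e-05, and 0.0474 with an estimated correlation, which became 0.111 when *Tigar* was left out of the other lists. Of 39 fibrosis and matrix genes 8 rose and none fell (13 and 1 over the list alone). The proteoglycan gene *Lum* rose by 0.6 ± 0.07. *Thbs4* (0.72 ± 0.13) and *Cilp* (0.59 ± 0.1) rose as well, and both missed the threshold without WT chow 2 or WT HFD 1 (adjusted p up to 0.0549 and 0.0521). The camera adjusted p was 7.31e-06, and 0.347 with an estimated correlation. Fibroblast markers, which share *Dcn*, *Lum* and *Col1a1* with that list, rose in 2 of 10 genes (camera adjusted p = 5.69e-06, 0.0355 with an estimated correlation, and 0.111 with *Tigar* left out of the other lists as well). Of 22 tested interferon-stimulated genes 4 rose (13 over the list alone), such as *Irf7* (0.8 ± 0.13) and *Ifi27l2a* (0.84 ± 0.12), with a camera adjusted p = 2.12e-11, and 0.269 with an estimated correlation. Of 10 macrophage markers 3 rose (adjusted p = 4.33e-06, and 0.159 with an estimated correlation).

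Of 20 contractile and calcium handling genes, 6 fell and none rose (8 over the list alone) in WT HFD hearts. The gap junction gene *Gja1* fell from 470 ± 5.81 to 358 ± 16.5 CPM, and the ventricular light chain gene *Myl2* fell by 0.31 ± 0.06 on the log2 scale, a call lost without WT chow 2, WT HFD 1 or WT HFD 3 (adjusted p up to 0.0682). The list passed camera (adjusted p = 2.87e-05, and 0.157 with an estimated correlation). Outside it, the M-band gene *Myom2* went from 906 ± 34 to 429 ± 10 CPM. Lipid genes went both ways, with 4 of 21 PPAR targets higher and 1 lower. The ketogenic enzyme gene *Hmgcs2* rose from 15.3 ± 3.39 to 54.3 ± 7.05 CPM, *Ucp2* by 1.04 ± 0.13 and the fatty acid binding protein gene *Fabp3* by 0.4 ± 0.06, while lipoprotein lipase *Lpl* fell (-0.51 ± 0.08). The list had a camera adjusted p = 0.0016, and 0.386 with an estimated correlation. Of 22 fatty acid oxidation genes 1 rose and 1 fell (7 and 1 over the list alone, camera adjusted p = 0.00219, and 0.625 with an estimated correlation). *Nppb* fell from 97.4 ± 11.3 to 55.1 ± 4.71 CPM. *Tgfb1* (0.25 ± 0.12, adjusted p = 0.334), *Tgfb2* (0.12 ± 0.1, adjusted p = 0.563), *Nppa* (0.57 ± 0.39, adjusted p = 0.494) and *Ppargc1a* (-0.26 ± 0.12, adjusted p = 0.288) did not pass. Of 15 tested immediate early genes 3 fell (10 over the list alone, camera adjusted p = 6.92e-07, and 0.285 with an estimated correlation). Atrial markers were positive in 8 of 8 genes with none called (camera adjusted p = 0.0047, and 0.552 with an estimated correlation). Their mean log2 CPM was 6.85 ± 0.95 in WT chow and 7.63 ± 0.34 in WT HFD libraries.

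In all, 267 genes passed between WT HFD and WT chow, 133 higher and 134 lower. With library size as the only scaling, 101 were higher and 159 lower. Every left-out library lowered the count by over 1.5 times, to 133, 107 and 151 without WT chow 1, 2 and 3 and to 97, 177 and 119 without WT HFD 1, 2 and 3.

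The same diet comparison in TKO hearts gave a broad rise of fatty acid use genes. Of 22 fatty acid oxidation genes 15 rose and 1 fell (16 and 1 over the list alone). They included *Ech1* (0.71 ± 0.11, 992 ± 133 to 1620 ± 223 CPM), *Decr1* (0.66 ± 0.07), the carnitine palmitoyltransferase gene *Cpt2* (0.62 ± 0.08) and the thiolase gene *Acaa2* (0.53 ± 0.09). The camera adjusted p was 7.78e-13, and 0.273 with an estimated correlation. Of 21 PPAR targets 9 rose and 1 fell (12 and 2 over the list alone). *Hmgcs2* went from 13.8 ± 3.87 to 80.1 ± 28.8 CPM, the acyl-CoA thioesterase gene *Acot1* from 6.2 ± 1.59 to 19.9 ± 3.82 CPM and *Ucp2* from 20.2 ± 2.72 to 48.1 ± 3.05 CPM, while *Lpl* fell (-0.73 ± 0.08). This list had a camera adjusted p = 1.36e-09, and 0.118 with an estimated correlation. Of the 4 genes of ketone body use, *Oxct1* fell from 1160 ± 54.3 to 706 ± 80.4 CPM and *Bdh1* from 148 ± 21 to 77.4 ± 22.4 CPM, whereas *Acat1* rose by 0.24 ± 0.05 (camera adjusted p = 0.00595, and 0.167 with an estimated correlation). Of 26 pentose phosphate and antioxidant genes 5 rose and none fell, among them catalase *Cat* (0.51 ± 0.06) and *Sod3* (0.66 ± 0.09), with a camera adjusted p = 0.0106, and 0.301 with an estimated correlation.

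Some contractile and hypertrophy genes fell in TKO HFD hearts. Of 20 contractile genes 8 fell and none rose (10 over the list alone), with *Gja1* at -0.6 ± 0.06, *Mybpc3* at -0.39 ± 0.06 and *Myl2* at -0.34 ± 0.06 (camera adjusted p = 1.27e-06, and 0.103 with an estimated correlation). Of 16 hypertrophy and fetal genes 5 fell and 1 rose (7 and 3 over the list alone). *Nppb* fell from 198 ± 16.4 to 75 ± 16.6 CPM and *Rcan1* from 85.6 ± 1.51 to 56.2 ± 0.274 CPM, while *Fhl1* rose by 0.38 ± 0.07 (camera adjusted p = 0.000182, and 0.0506 with an estimated correlation). Of 21 integrated and mitochondrial stress response genes 4 rose and 2 fell (6 and 2 over the list alone), and the list mean went from 3.53 ± 0.06 to 3.81 ± 0.05 log2 CPM (camera adjusted p = 0.0449, and 0.269 with an estimated correlation). Of 22 chaperone and endoplasmic reticulum stress genes 3 rose and 2 fell (5 and 3 over the list alone), with a median of -0.07 and a mean of 0.07 (adjusted p = 0.795). Of 39 matrix genes 14 rose and 3 fell (19 and 4 over the list alone), with *Lum* at 0.53 ± 0.07, *Comp* at 0.78 ± 0.12, *Ccn2* at 0.74 ± 0.12 and *Fbn1* at -0.44 ± 0.06 (camera adjusted p = 1.52e-05, and 0.369 with an estimated correlation). Of 20 mitochondrial biogenesis and dynamics genes 4 fell and none rose (camera adjusted p = 0.0229, and 0.257 with an estimated correlation), including the fusion gene *Mfn1* (-0.22 ± 0.05). Of 28 mitophagy and autophagy genes 4 rose and 1 fell, the last being the adaptor gene *Optn* (-0.59 ± 0.07), and the list did not pass (adjusted p = 0.639). *Tgfb1* (0.16 ± 0.12, adjusted p = 0.438), *Tgfb2* (0.17 ± 0.1, adjusted p = 0.283), *Ppargc1a* (-0.26 ± 0.12, adjusted p = 0.174) and *Nppa* (1.26 ± 0.39, adjusted p = 0.0532) did not pass.

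Markers of other cell types moved with diet in TKO hearts as well. All 8 atrial cardiomyocyte markers were positive and 4 were called, 8 over the list alone, such as *Dkk3* (43.8 ± 1.27 to 118 ± 19.2 CPM). Their mean log2 CPM was 6.53 ± 0.12 in TKO chow and 7.69 ± 0.21 in TKO HFD libraries, and the list passed camera (adjusted p = 4.46e-05, and 0.39 with an estimated correlation). White adipocyte markers rose in 2 of 7 tested genes, including *Lipe* (1.01 ± 0.15), with a camera adjusted p = 0.017, and 0.56 with an estimated correlation. Of 5 tested brown adipocyte markers 2 rose, including *Cidea* (0.73 ± 0.1, adjusted p = 0.0854 for the list). Erythroid markers fell in 2 of 7, including *Hbb-bt* (-0.88 ± 0.17), with a camera adjusted p = 9.82e-05, and 0.369 with an estimated correlation. Fibroblast markers rose in 4 of 10 (adjusted p = 0.00243, and 0.103 with an estimated correlation), and neutrophil markers fell in 2 of 6 (adjusted p = 0.0304, and 0.552 with an estimated correlation). In all, 1580 genes passed, 818 higher and 762 lower on HFD. With library size as the only scaling the balance turned, with 651 higher and 882 lower. The count was 858 without TKO chow 1, 839 without TKO HFD 1 and 921 without TKO HFD 3.

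**Figure D3:**
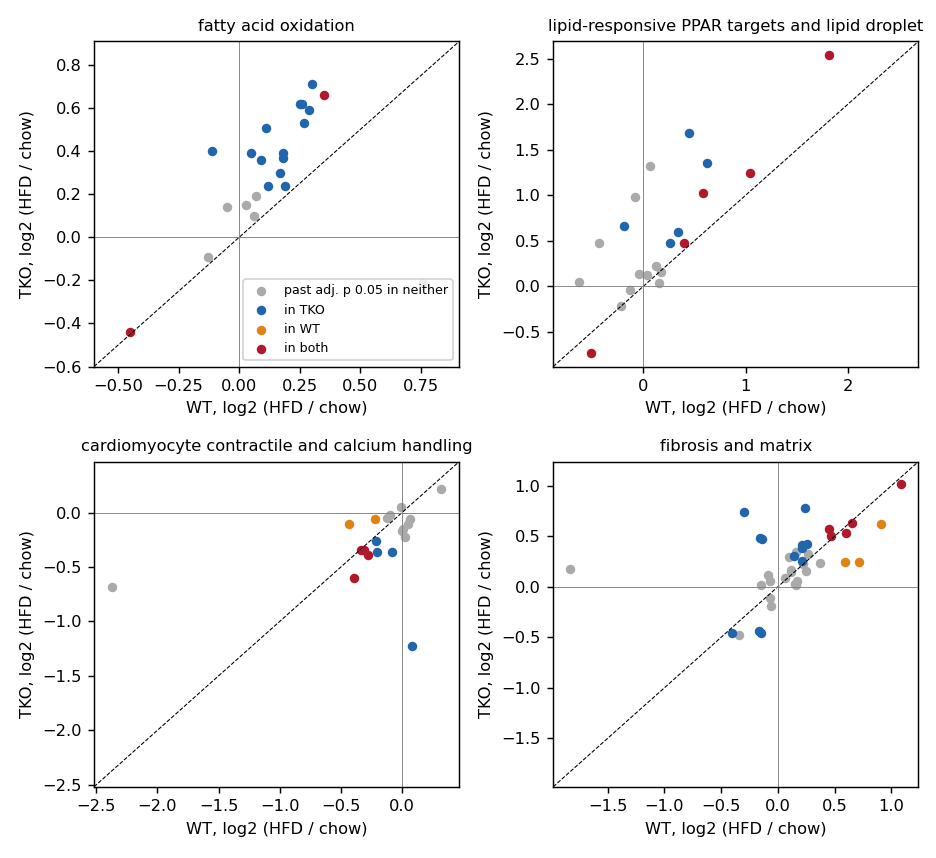
Log2 fold change of HFD against chow in WT (horizontal axis) and TKO hearts (vertical axis) for the tested members of 4 gene lists. Each point is a gene, coloured by whether it passed an adjusted p of 0.05 in neither, 1 or both genotypes, and the dashed line marks equal change. Of the fatty acid oxidation genes, 15 rose in TKO and 1 in WT hearts, and none passed for the difference between these responses.

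The diet responses of the genotypes overlapped. There were 96 genes higher in both where 7.99 would be expected and 87 lower in both where 7.5 would be expected (exact hypergeometric test, p = 3.67e-88 and 3.29e-76), 183 in all. Here too the test treats genes as independent, so its p is too small where genes move together. Of the 267 genes called in WT, 254 had the same sign in TKO hearts. Of genes called in both, 2 went opposite ways. They were *Acta1* (1.03 ± 0.21 in WT, -0.95 ± 0.21 in TKO hearts) and *Dnajb5* (-0.27 ± 0.06 and 0.26 ± 0.06), the latter named after its values were seen. The WT call of *Acta1* was lost without any of WT chow 2 and 3 and WT HFD 1, 2 and 3, and with robust estimation or the replicate block (adjusted p up to 0.0956), and its TKO call without TKO HFD 1 (0.0552). The shared count was 101, 72 and 109 without WT chow 1, 2 and 3, 74 without WT HFD 1 and 86 without WT HFD 3. Averaged over both diets, 587 genes differed by genotype, 371 higher and 216 lower in TKO (699 and 151 with library size as the only scaling). Averaged over both genotypes, 2173 differed by diet, 1128 higher and 1045 lower on HFD (880 and 1280 with that scaling). The genotype average was 291 without WT chow 1, 347 without WT chow 3, 328 without TKO chow 2, 326 and 250 without WT HFD 1 and 2, and 293 and 296 without TKO HFD 1 and 3. Although 1580 genes passed in TKO and 267 in WT hearts, the difference between the diet responses itself passed for 16 genes, 9 with a more positive change in TKO hearts and 7 with a more negative one (9 and 4 with library size as the only scaling). No fatty acid oxidation gene was among them (0 of 22), and that list had a median of 0.2 for the difference (camera adjusted p = 9.99e-08, and 0.39 with an estimated correlation). The 16-gene hypertrophy list had 2 genes with a more negative diet change in TKO hearts (camera adjusted p = 0.000116, 0.0479 with an estimated correlation, and 0.111 with *Tigar* left out of the other lists as well).

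The 16 genes fell into a few patterns. Genotype differences present on HFD and near 0 on chow were found for *Depp1* (1.67 ± 0.12 against 0.08 ± 0.13), *Dnajb1* (1.26 ± 0.12 against 0.04 ± 0.13), *Ccn2* (1.09 ± 0.12 against 0.05 ± 0.12), *Rhobtb1* (0.68 ± 0.08 against -0.05 ± 0.08) and *Rrad* (-1.12 ± 0.12 against -0.15 ± 0.11). *Rcan1* (0.53 ± 0.06 on chow, -0.14 ± 0.06 on HFD) and *Fuca2* (0.53 ± 0.06 and 0.04 ± 0.06) differed on chow. *Acta1* was higher in TKO hearts on chow (1.2 ± 0.21, adjusted p = 0.0128) and gave -0.78 ± 0.21 on HFD (adjusted p = 0.0849). *Egfl7* gave 0.52 ± 0.13 on chow (adjusted p = 0.0717) and was lower on HFD (-0.94 ± 0.13, adjusted p = 0.00191). The count of 16 rested on single libraries, being 10 without WT chow 1, 9, 7 and 9 without TKO chow 1, 2 and 3, 1 and 4 without WT HFD 1 and 2, and 4, 30 and 1 without TKO HFD 1, 2 and 3. Of the 16, *Depp1* alone passed under each alternative tried (highest adjusted p = 0.043). *Rcan1* and *Egfl7* missed the threshold only without WT HFD 1 or TKO HFD 3 (adjusted p up to 0.0601 for each). Erythroid markers had negative differences between diets in all 7 tested genes, with 1 called (camera adjusted p = 5.47e-15, and 0.0964 with an estimated correlation).

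**Figure D4:**
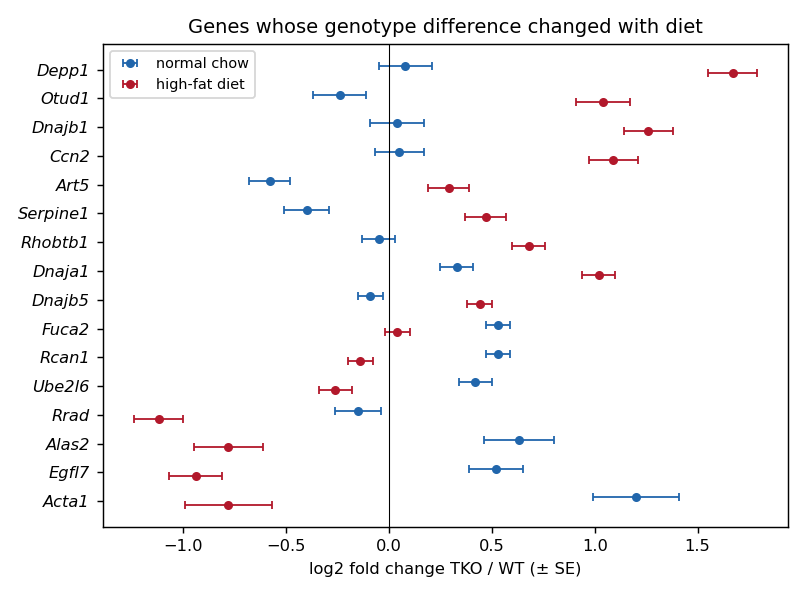
Log2 fold change of TKO against WT on chow (blue) and HFD (red) with SE for the 16 genes whose genotype difference changed with diet. *Depp1* has the most positive difference between diets, with 0.08 on chow and 1.67 on HFD, and *Acta1* the most negative, with 1.2 and -0.78.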

Values the study reported

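The study reported by RT-qPCR that *Prkn* mRNA was increased 6-fold in both heart and gastrocnemius muscle of TKO mice (n = 7–8) and 5-fold in brain (n = 5). In hearts of mice lacking TIGAR in cardiomyocytes the increase was 3-fold (n = 6), with no matching change reported in gastrocnemius muscle or brain, and in isolated TKO cardiomyocytes it was 39-fold. After the diet, heart weight was reported as 182.7 ± 17.2 mg in WT mice on HFD (n = 10) and 137.9 ± 6.4 mg in WT mice on chow (n = 9). For TKO mice it was 142 ± 13.5 mg on HFD (n = 10) and 126.8 ± 6.4 mg on chow (n = 9).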

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

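The 16 genes here were chosen by a test of the difference itself, the genotype by diet interaction, at an adjusted p below 0.05. The difference is the log2 fold change of TKO against WT on HFD minus that on chow. It was 1.59 for *Depp1*, 1.28 for the deubiquitinase gene *Otud1*, 1.22 for *Dnajb1*, 1.04 for *Ccn2*, 0.87 for *Art5*, 0.87 for *Serpine1*, 0.72 for *Rhobtb1*, 0.7 for the co-chaperone gene *Dnaja1* and 0.53 for *Dnajb5*. It was -0.49 for *Fuca2*, -0.67 for *Rcan1*, -0.69 for *Ube2l6*, -0.97 for *Rrad*, -1.42 for the erythroid heme synthesis gene *Alas2*, -1.46 for *Egfl7* and -1.98 for *Acta1*. Of 100 splits of the 12 libraries drawn from the 200 possible, the real one included, 6 gave 16 genes or more, and the highest of the others gave 27. These splits permuted genotype labels within each diet. A split that mixes the labels on a single diet can turn a genotype effect shared by both diets into a difference between them. The splits are therefore no clean reference for chance, and chance was not excluded for this count.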

How the results depend on the processing

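The alternatives without proximal chromosome 17 and with *Tigar* left out of the gene lists were chosen after seeing the data; all others were set before. No called fold change of a named gene reversed. With library size as the only scaling, more genes were lower than higher for diet in TKO (651 higher, 882 lower) and averaged over genotypes (880 and 1280), the opposite of the balance with TMM. Of 295 called results for named genes, 161 stayed called under every alternative that gave a value and 134 were lost under at least 1, most often when a library was left out. DESeq2 gave no adjusted p for 12 named gene results, among them *Prkn* on chow, where its log2 fold change was 3.8. The cause of the changes below was not tested, except that stricter or looser thresholds, fewer genes and fewer libraries change a count by construction. Median-of-ratios scaling, removal of mitochondrially encoded genes, limma voom, robust estimation and the stricter count filter left all 7 counts within 1.5 times. *Prkn* had 6 and 10 WT counts over 3 libraries on chow and HFD, and counting error alone left intervals of 6.06 to 38.3 and 6.35 to 25.7 for its ratio. Its call was also lost without single TKO libraries (adjusted p from 0.0742 to 0.0978).

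DESeq2 called 493 genes for genotype on chow (178 of the 192 shared), 365 on HFD, 568 for diet in WT, 108 for the interaction and 909 for genotype averaged over both diets. It gave 90 shared genotype genes and 353 shared diet genes. With no filter on low counts, genotype on chow gave 295 and the interaction 54. With an adjusted p below 0.1 the counts were 424 and 422 for genotype on chow and HFD, 594 and 2409 for diet in WT and TKO, 44 for the interaction and 1148 for the averaged genotype. With a log2 fold change of at least 1 they were 39, 47, 32, 174 and 7 in the same order, with 45 for the averaged genotype and 109 for the averaged diet. Without chromosome 17 up to 40 Mb and its copies, genotype gave 90 on chow and 133 on HFD, with 16 shared. A fit of the compared groups alone gave 100 for genotype on chow, with *Prkn* at 3.72 (adjusted p = 0.0664). Of 98 list tests, 10 held with an estimated correlation. With fry 62 passed, 53 of them among the 98. With *Tigar* left out of the lists that hold it 90 passed, and 0 with the estimated correlation as well. The p53 list then turned from lower to higher without passing, with adjusted p = 0.532 on chow and 0.895 on HFD, and 0.682 and 0.947 with the estimated correlation.

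Replicate numbers did not pair the libraries. None of 18 same-numbered pairs had deviations correlated over 0.1 (mean -0.025, from -0.108 to 0.076), and 4 libraries correlated best with their own number. With the replicate block there were 97 genes for genotype on chow, 139 for diet in WT, 9 for the interaction, 325 for the averaged genotype and 102 shared diet genes, and *Prkn* on chow gave 3.78 (adjusted p = 0.0568).

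Leaving out each library in turn gave 65 to 150 genes for genotype on chow, 95 to 239 on HFD, 97 to 177 for diet in WT, 839 to 1738 in TKO, 1 to 30 for the interaction and 250 to 691 for the averaged genotype. Shared genotype genes ranged from 30 to 50 and shared diet genes from 72 to 190. *Prkn* ranged from 3.18 to 7.92 on chow and from 2.98 to 3.95 on HFD.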

Other observations

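The tests of windows against random placement, of genes near *Prkn*, of a response on 1 diet alone, of the diet ratio against left-out libraries and permuted genotype labels, and of the *Nnt* interval against the size a substrain difference needs were chosen after the result was seen; the other tests in this part were set before.

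Clock genes moved with diet in TKO hearts. Of 18, 7 rose and 2 fell (9 and 5 adjusted over the list alone), with the activator gene *Arntl* at -1.81 ± 0.29 and *Per2* at 1.14 ± 0.12 (edgeR adjusted p = 0.00157 and 0.000122). The list passed camera (adjusted p = 0.00727, and 0.383 with an estimated correlation), and none of the 18 passed for diet in WT (adjusted p = 0.239). Glycolysis genes went both ways, with 6 of 27 higher, such as *Fbp2* (0.96 ± 0.12) and *Pfkl* (0.58 ± 0.1), and 5 lower (adjusted p = 0.787). Of 22 genes of cholesterol and fatty acid synthesis 2 rose and 3 fell, including *Ldlr* (-1.15 ± 0.16) and *Idi1* (-0.85 ± 0.14), and the list did not pass (adjusted p = 0.152). Of 14 tested DNA methylation enzymes 3 rose and 1 fell in TKO hearts on HFD (adjusted p = 0.276), and none passed by genotype on chow (adjusted p = 0.624). Of 25 tested inflammation genes 3 rose, including *Vcam1* (0.76 ± 0.09), and 2 fell (adjusted p = 0.763).

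The remaining lists are given for TKO HFD against TKO chow. In the TCA cycle 1 of 15 fell (adjusted p = 0.929), and in the cell cycle list 2 of 24 rose and 1 fell (adjusted p = 0.0102, and 0.552 with an estimated correlation). Interferon genes rose in 5 of 22 (adjusted p = 0.00781, and 0.645 with an estimated correlation). Cardiomyocyte markers rose in 1 and fell in 3 of 10 (adjusted p = 0.194), endothelial ones rose in 2 and fell in 2 of 10 (0.508), and smooth muscle ones rose in 1 and fell in 1 of 10 (0.928). Lymphocyte markers fell in 1 of 10 (0.929), mesothelial ones rose in 1 of 6 (0.157), Schwann and neuronal ones rose in 1 of 7 (0.146), and skeletal muscle ones fell in 1 of 5 (0.443).

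The ratio of *Prkn* counts in TKO to WT hearts was 13.7 on chow (95% interval for counting error 6.06 to 38.3), with all 6 WT counts in WT chow 1. As a point value that is higher than the heart value quoted from the study above, which came from RT-qPCR and not from sequencing of pooled hearts. The fitted log2 fold change of 3.72 ± 0.78, whose SE includes the spread between pools, is too imprecise to tell the values apart.

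For the higher *Prkn* in TKO hearts, a promoter shared with *Pacrg* is argued against, since the *Prkn* change exceeded that of *Pacrg* by 4.79 SE on chow and 4.64 SE on HFD. A whole-genome C57BL/6N against C57BL/6J difference is argued against by *Nnt*, whose 95% interval reached -0.502 at most against a required change of 1, although the narrower bound of 0.5 set beforehand was missed and a mixed background stays open. A chromosome 17 segment of another background, carried in the knockout line, is a candidate explanation. *Tigar* lies on chromosome 6, so such a segment would have to be carried separately from the targeted gene. The study's methods trace its conditional *Tigar* line to C57BL/6N mice. Of the 57 other genes within 5 Mb, 10 also passed on both diets, 8 of them from 5.94 to 8.15 Mb. None of the 9 tested between 8.15 and 12.42 Mb, around *Prkn* itself, passed on either. Of these, *Mpc1* (0.22 ± 0.05, edgeR adjusted p = 0.054) and *Sft2d1* (-0.44 ± 0.1, 0.0557), chosen after their values were seen, fell just short on chow. On HFD they gave 0.18 ± 0.05 (0.118) and -0.16 ± 0.1 (0.458). Those 8 were mostly members of the *Tmem181*, *Dynlt1*, *Tagap* and *Rnaset2* families of similar genes, whose single counts are uncertain. Outside these families were *Synj2* (-0.45 on chow and -0.36 on HFD), *Slc22a3* (0.61 and 0.87) and *Thbs2* (-0.35 and -0.32), chosen after their values were seen. A rise in heart alone when TIGAR is lost from cardiomyocytes, as quoted from the study above, would not follow from such a segment by itself. The study also found *Prkn* unchanged when TIGAR was restored in adult TKO hearts or silenced in adult WT hearts. It reads this as programming during development, and a segment would allow it as well. It further reported lower methylation in *Prkn* intron 10 of TKO hearts, and higher *Prkn* in cell lines after deletion around that region. A response of *Prkn* to TIGAR loss itself was not tested, because genotype and any carried segment are the same libraries.

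For the gathering on proximal chromosome 17, chance placement is argued against (adjusted p = 0.013 on both diets, the smallest 10000 draws can give). This rests on the windows from 0 to 10 Mb and from 20 to 30 Mb. The window between them, which holds *Prkn*, did not exceed random placement. Reads moving between near-identical copies are argued against as the whole cause, since without copies the odds ratio of a call inside the stretch was 7.29 on chow and 6.28 on HFD. Parents of copies elsewhere were left in unless they shared a name stem with another gene of the stretch. *Rnps1* (-0.56 on chow and -0.5 on HFD), chosen after its values were seen, is such a parent. A response on 1 diet alone is argued against, since 34 of the 41 genes called on chow (82.9%) had the same sign and an unadjusted p below 0.05 on HFD, and 37 of the 41 called on HFD did on chow, where chance gives 2.5%. A response whose size depends on diet cannot be told apart from a fixed difference for single genes: none of 403 passed for the interaction, and 54 of the 56 called on either diet had the same sign, but their changes correlated across genes, which are not independent replicates, at r = 0.87, below the 0.9 set beforehand for it (Spearman's rho was 0.91). Of the 80 called averaged over diets 13 had an unadjusted interaction p below 0.05, against 10.2% of genes outside the stretch. A carried segment may account for this gathering too. Of the 11 copies elsewhere whose closest gene lies in the stretch, several of them copies of *Rps2*, 8 rose on each diet. Among their parents, chosen after their values were seen, *Rps2* (-0.01 on chow and 0.08 on HFD), *Atp6v0c* (-0.51 and -0.41) and *Hmga1* (-0.77 and -0.75) did not rise. More transcript of the parent alone would raise both, so these values argue against it for these copies. Parent and copies summed went on chow from 9.49 ± 1.79 to 26.4 ± 0.409 CPM for *Hmga1* and from 435 ± 3.03 to 542 ± 67.2 CPM for *Rps2*. For *Atp6v0c* the sum fell from 105 ± 0.645 to 86.6 ± 7.46 CPM. On HFD the log2 ratios of these sums were 1.3, 0.44 and -0.18. More parent transcript together with reads moved to the copies stays open for *Hmga1* and *Rps2*. The design still cannot separate a segment from TIGAR loss.

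For the larger number of diet genes in TKO hearts, larger effects cannot be told apart from chance. Over the 2173 genes called for diet averaged over both genotypes, the median ratio of the TKO to the WT log2 change was 1.42, and 1.28 to 1.61 with each library left out in turn. With genotype labels permuted within diet, 9 of 100 drawn splits, the real one included, gave a ratio as far from 1, the highest other being 1.71, and 16 genes passed the test of the difference. Time of day of collection cannot be told apart either, since 1 of 7 clock genes, *Nr1d1*, differed between TKO and WT on HFD where at least 3 were required, while 4 of the 7 passed for diet in TKO hearts (*Arntl* and *Npas2* lower, *Dbp* and *Per3* higher), none in WT and none for the interaction. Harvest times were not given in the sources used here.

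Other splits of the same libraries were counted for each comparison. With 3 against 3 libraries only 10 splits exist, too few for a share under 0.05. The real split gave 192 genes for genotype on chow (highest other 1), 208 on HFD (highest other 0), 267 for diet in WT (highest other 0) and 1580 in TKO (highest other 1). For the averages over all 12 libraries, 1 of 100 drawn splits, the real one, gave as many genes. The real split gave 587 against a highest other of 27 for genotype, and 2173 against 204 for diet. Chance is argued against for both, at the smallest share that 100 splits can give.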
